A study of Gallus gallus with 4 samples. Its data were reported in "HOXB8 Counteracts MAPK/ERK Oncogenic Signaling in a Chicken Embryo Model of Neoplasia" (2021).

How the data were processed

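RNA was sequenced from GFP-expressing cells of the chicken neural tube, sorted by FACS after in ovo electroporation at stage HH 11. Bilateral electroporation used 5 pulses of 50 ms at 25 V. The control mix held the empty plasmid pCIG at 2 µg/µl, and the MEK1ca mix held 1 µg/µl of the pCIG plasmid carrying MEK1ca plus 1 µg/µl of pCIG. MEK1ca is a constitutively active form of MEK1, the kinase that phosphorylates ERK, and GFP marked the cells that had taken up plasmid. Fluorescent tissue was dissected 18 h after electroporation and dissociated, and dying cells were excluded with DAPI. Per the labels, cDNA was amplified with a linear system before library construction, poly-A RNA was selected, and fragments were read at both ends over 50 bp. There were 2 libraries per group, 4 in all. The labels name them as replicates, and the study describes independent RNA samples from pooled embryos, so the p-values measure the spread between such pools.

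The deposited count table held whole-number counts per gene for each library, with gene coordinates, strand and summed exon length, which the authors produced from their alignments. The submitters' processing notes name Subread, featureCounts, DESeq and the galGal4 build, without versions. The label of the authors' deposited comparison table, not that of the count table, names Ensembl release 85. The strand setting of the counting is not given in the sources used here, so reads from a gene and an antisense gene overlapping it cannot be separated. The pCIG libraries are labelled as re-analysed libraries of an earlier series. No label gives a sequencing date or batch, and a batch that follows the groups could not be separated from the plasmid. The authors' deposited comparison table held a mean count, log2 fold change values with their errors on the log2 scale, a test statistic (a score without a fixed range), and each p-value with its adjusted p-value. It was used only for comparison with the fits made here.

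The table listed 17108 genes, of which 2325 had 0 counts in all 4 libraries. It held 0 rows without a gene. The 37 genes on the mitochondrial chromosome were listed at 0 in each library, and nothing is reported on them. Library totals were 77004159 and 79064166 counts for pCIG replicates 1 and 2, and 63637195 and 76997561 for MEK1ca replicates 1 and 2. No interval or floor given below covers the spread between further pools of embryos. Binomial intervals are over genes, and floors allow for counting error only. PCR copies are not independent molecules, so counting error itself may be understated.

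Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which left 13024, libraries were scaled with TMM, and glmQLFit and glmQLFTest were run with robust estimation and group as the only term. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg, and genes with an adjusted p under 0.05 were called higher or lower in MEK1ca. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Values given as CPM are scaled by TMM-adjusted library size, as mean ± SD. Where a group had 0 counts in both libraries, the fold was bounded with a floor of 3 counts per library.

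The identifiers in the count table are not paired with gene names in the files, and 0 of the 17108 identifiers matched the name table of a later assembly. The planned first check, the level of MAP2K1, the planned gene lists, the genes discussed by the study and the counts adjusted within lists were therefore not run. The rule for single genes, fixed before the data were examined, took the 12 highest and 12 lowest log2 fold changes among called genes with separated libraries and a mean of at least 50 counts in the higher group. The part of the rule that required a gene symbol was dropped, and the first 2 genes of each direction are given by identifier. In place of the lists, groups defined by position were used, all chosen after the data were examined: chromosomes, Z and W genes, and neighbouring genes.

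Chromosomes with at least 5 tested genes, 30 in all, were tested as sets with camera in limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation, and with fry. The median log2 fold change of each chromosome was compared with 1000 random lists of autosomal genes of the same size and expression, and that of Z also with 10000. Adjacent pairs were consecutive tested genes on a chromosome. The number of pairs called in one direction was compared with 10000 permutations of the calls within 10 bins of expression.

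The tests were tried on simulated data with 200 of 13024 genes changed in 5 runs. For MEK1ca versus pCIG with spread drawn by expression level, 53% of genes changed 1.5-fold and 76.2% of those changed 2-fold were recovered, and 4.86% of calls were false. With a spread drawn for each gene, 48.2% and 74.4% were recovered and 14.4% of calls were false. The stated false discovery rate may therefore be exceeded where genes differ in spread. These shares depend on how many genes change and by how much. In the data 13.9% of tested genes were called, so the shares need not carry over. Shuffled calls gave permutation p-values for neighbours of 0.44 and 0.16, and 60 planted pairs gave a permutation p of 0.001.

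Alternatives fixed before the data were examined were RLE scaling, library totals without scaling, DESeq2 1.42.0, limma-voom, no filter, at least 100 counts in 2 libraries, the replicate number as a block, an adjusted p under 0.01, a minimum 2-fold change, and leaving out each library. Halved counts for MEK1ca replicate 2, omission of Z and W genes, pairs limited by strand or distance, and DESeq2 with a prior on fold changes were added afterwards.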

Results

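Gene expression was measured by RNA-seq in GFP-expressing cells of the chicken neural tube, 18 h after electroporation with pCIG or with MEK1ca plus pCIG. There were 2 libraries per group, with 63637195 to 79064166 counts each. The comparison asks which genes change when MEK1, and with it ERK signalling, is constitutively active. Pearson correlations of gene counts were 0.9976 between the pCIG libraries, 0.9965 between the MEK1ca libraries and 0.9847 to 0.9908 across groups. A check for libraries deposited more than once gave a chi-square per gene of 28.1 between the pCIG libraries and 34.6 between the MEK1ca libraries, so each was counted as a separate sample. In MEK1ca replicate 2, 98.5% of genes with 1 to 99 counts had an even count (95% exact binomial interval 98 to 98.9%). The share was 56.1% (54.3 to 57.8%) in pCIG replicate 1 and 52.8% (51.1 to 54.5%) in pCIG replicate 2. It was 51.5% (49.8 to 53.2%) in MEK1ca replicate 1.

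**Figure D1:**
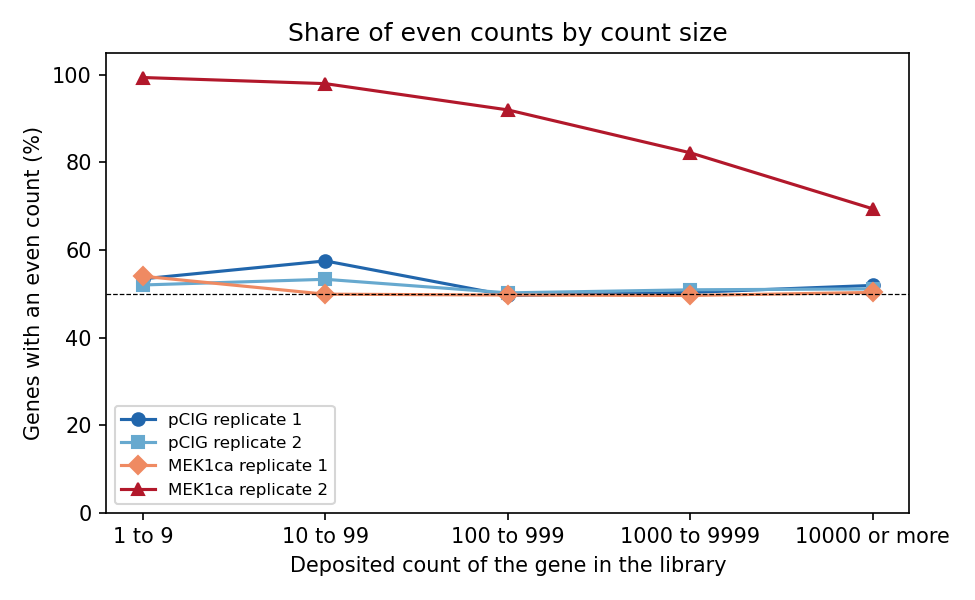
Percentage of genes with an even deposited count (vertical axis) by size of the count (horizontal axis), with a line per library and a dashed line at 50%. In MEK1ca replicate 2 the share fell from 99.4% at 1 to 9 counts to 69.4% at 10000 or more, and the other libraries stayed between 49.6 and 57.5%.

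In MEK1ca versus pCIG, 1065 genes were higher and 749 lower among 13024 tested. Higher genes moved further than lower ones: the median change was 1.8-fold for the former and a 1.51-fold decrease for the latter. At least 2-fold changes were found for 465 higher and 142 lower genes. Genes called higher held 7.4 and 7.2% of all counts in the pCIG libraries and 11.2 and 10.4% in the MEK1ca libraries. Genes called lower held 8.26 and 8.38% in pCIG and 5.87 and 6.19% in MEK1ca. Calls were made with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. The number of calls, 1814 in all, changed when a library was left out. The lone remaining library of a group was then assumed to vary like the other group. Such counts therefore also follow the spread of the other group's pair, and do not show dependence on the library left out alone. Without pCIG replicate 1 the test called 768 genes (507 higher, 261 lower; 69 at least 2-fold lower) and without pCIG replicate 2 it called 640 (438 higher, 202 lower; 277 at least 2-fold higher and 47 lower), while without MEK1ca replicate 2 the genes at least 2-fold lower numbered 264.

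**Figure D2:**
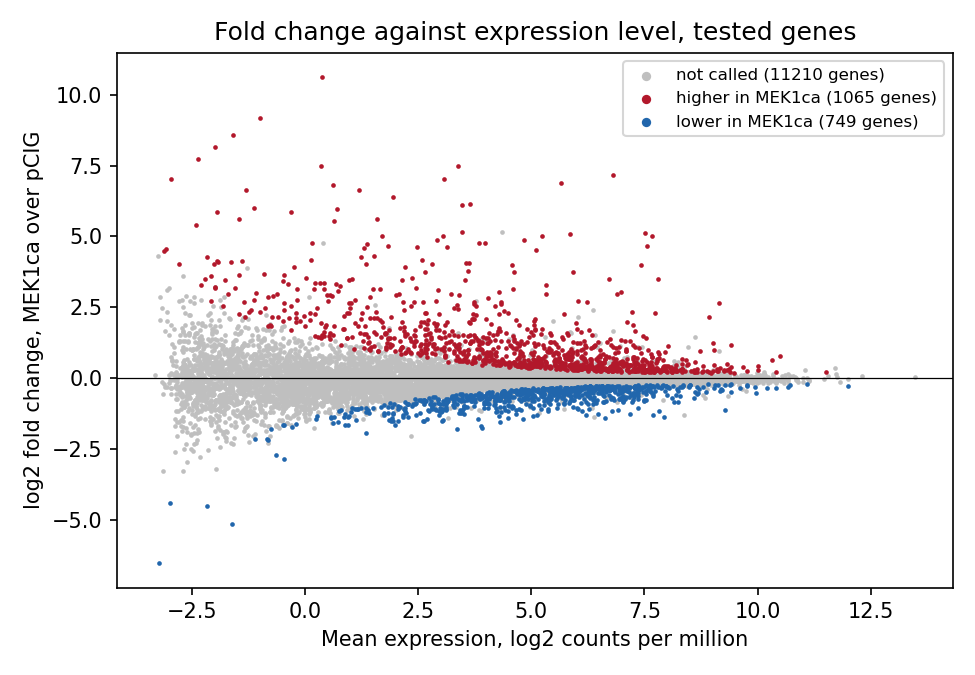
Log2 fold change of MEK1ca over pCIG (vertical axis) against mean expression in log2 CPM (horizontal axis), with a point per tested gene. The 1065 genes called higher (red) reach larger fold changes than the 749 called lower (blue).

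Among the genes that rose most, ENSGALG00000007538 had 0 counts in both pCIG libraries and 219 and 136 in MEK1ca. This gene lies on chromosome 4 at 11290443 to 11296120 of galGal4, on the plus strand, with 6 exons. Its level in MEK1ca was 2.63 ± 1.23 CPM (SD, n = 2), at least 69-fold higher than a floor of 3 counts per pCIG library, and its edgeR adjusted p was 0.000314. ENSGALG00000014823, on the minus strand of chromosome 3 at 58527005 to 58539770, had 0 counts in both pCIG libraries and 41 and 98 in MEK1ca, or 0.964 ± 0.437 CPM. That was at least 25.3-fold higher, with an edgeR adjusted p of 0.00163. The 12 genes ranked highest at a mean of at least 50 counts in MEK1ca lay on 8 chromosomes and reached 0.79 to 222 CPM there.

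Among the genes that fell most at a mean of at least 50 counts in pCIG, ENSGALG00000010825 had 123 and 65 counts in pCIG and 18 and 4 in MEK1ca. It lies on the minus strand of chromosome 2 at 28695781 to 28700020, and its log2 fold change was -2.85 with an SE of 0.73 (edgeR adjusted p = 0.0359). ENSGALG00000027514, on the minus strand of chromosome 1 at 153268787 to 153321083, had 107 and 57 counts in pCIG and 10 and 12 in MEK1ca. Its log2 fold change was -2.71 with an SE of 0.56 (edgeR adjusted p = 0.0126). Without pCIG replicate 1 their log2 fold changes were -2.31 and -2.19 but no longer passed (edgeR adjusted p = 0.195 and 0.121). Without pCIG replicate 2, ENSGALG00000010825 was at -3.25 and did not pass either (edgeR adjusted p = 0.102). Without MEK1ca replicate 1 it was at -4.48 and without MEK1ca replicate 2 at -2.05, and passed in both cases (edgeR adjusted p = 0.000741 and 0.0437). The 12 genes ranked lowest within that limit lay on 8 chromosomes, with log2 fold changes of -2.85 to -1.65 and pCIG levels of 0.693 to 23.1 CPM. Without the limit of 50 counts, 4 genes were called at least 16-fold lower, and with it 0.

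Genes called in the same direction lay next to each other. Of 12994 adjacent pairs, 180 were both higher, against a median of 87 and at most 126 in permutations matched on expression. Both genes were lower in 88 pairs, against a median of 43 and at most 67. Each permutation p was 1e-04, the smallest 10000 permutations can give. This p, like that of the runs below, treats genes as independent and does not measure the spread between libraries. Runs of at least 3 genes numbered 31 for higher genes (permuted median 6, p = 0.001) and 8 for lower genes (permuted median 2, p = 0.003, 1000 permutations each). Without pCIG replicate 1 there were 51 and 11 pairs and 6 and 1 runs, without pCIG replicate 2 there were 45 and 15 pairs and 4 and 3 runs, without MEK1ca replicate 1 there were 46 lower pairs, and without MEK1ca replicate 2 there were 14 lower runs.

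On chromosome 1, 5 neighbouring genes between 132936573 and 133252726, all on the plus strand, were higher in MEK1ca. From left to right their log2 fold changes were 0.55, 2.98, 7.15, 3.77 and 4.78, with SEs of 0.07, 0.7, 0.2, 0.23 and 0.6. The middle gene, at 133163682 to 133185156, went from 1.56 ± 0.255 CPM in pCIG to 222 ± 41.3 CPM in MEK1ca (n = 2 each; edgeR adjusted p = 1.16e-05). The next gene to the right went from 1.65 ± 0.498 to 22.6 ± 2.58 CPM. The first gene of the run was already at 175 ± 7.47 CPM in pCIG and reached 257 ± 10.7 CPM.

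**Figure D3:**
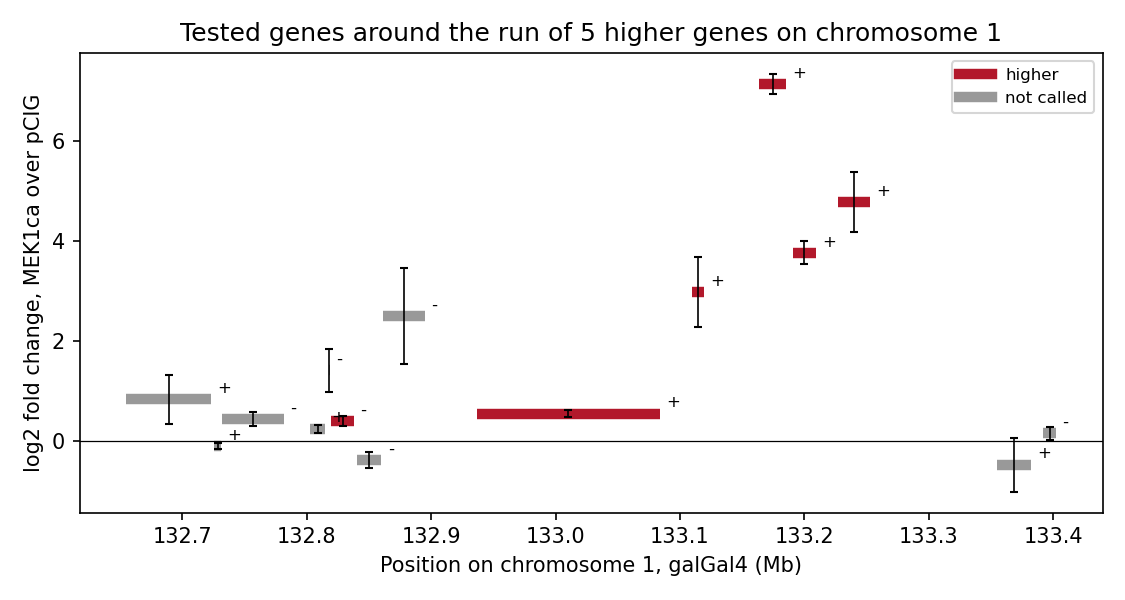
Log2 fold change of MEK1ca over pCIG (vertical axis) for tested genes along chromosome 1 of galGal4 in Mb (horizontal axis), drawn as bars over the extent of each gene with its strand and an error bar of 1 SE. The run of 5 genes called higher peaks at 7.15, and genes drawn in grey were not called.

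On chromosome 6, 4 neighbouring minus-strand genes between 31278697 and 31561609 were higher, with log2 fold changes of 2.66, 3.5, 1.32 and 5.03. The second of them, at 31382330 to 31425438, went from 36.2 ± 1.45 to 409 ± 123 CPM, and the fourth, at 31560638 to 31561609, from 2.25 ± 0.269 to 73.5 ± 21.9 CPM (n = 2 each). On chromosome 7, 4 genes between 20575083 and 20774184 were higher, with log2 fold changes of 4.01, 3.63, 1.72 and 1.71. The first went from 0.813 ± 0.101 to 13.2 ± 3.44 CPM. Of lower genes, 4 neighbours on chromosome 1 between 30284796 and 30613151, on alternating strands, had log2 fold changes of -1.13, -1.28, -1.41 and -1.35. The most abundant went from 165 ± 22.1 to 75.3 ± 12.2 CPM, and another from 143 ± 10.2 to 53.8 ± 7.53 CPM. Without pCIG replicate 1, 2 of these 4 lower genes were called.

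Summed counts of genes on the W chromosome, which only female birds carry, were higher in both MEK1ca libraries than in both pCIG libraries, and the median fold change of Z genes was slightly below 0. Neither chromosome passed as a set (camera adjusted p = 0.502 for W and 0.931 for Z). Summed W counts were 84.9 and 106 CPM in pCIG and 125 and 143 in MEK1ca, a ratio of 1.4 between means of 95.6 ± 15.3 and 134 ± 12.7. Of 8 W genes tested, 7 had a positive fold change and 2 were called. Among Z genes 49 were higher and 67 lower, against 1014 and 682 among autosomal genes, with a two-sided Fisher's exact p of 0.000281 that treats genes as independent. The median log2 fold change of the 639 Z genes was -0.073, outside the -0.029 to 0.022 of the middle 95% of 10000 matched autosomal lists. The Z median minus the autosomal median was -0.072, and -0.036 without pCIG replicate 1. In single libraries the same difference, relative to the mean of the libraries, was 0.069 and 0 in pCIG and -0.028 and -0.048 in MEK1ca, so the pCIG libraries differed from each other by about as much as the groups did. With camera, 0 of 30 chromosomes passed (smallest adjusted p = 0.502, and 0.863 with an estimated correlation; the smallest adjusted p in fry's directional test was 0.0871), with an unadjusted p of 0.0251 for W and 0.0458 for chromosome 16. Adjusted p-values of fry's mixed test, for change in either direction, were 0.00989 for Z and 0.0942 for W, and 0.0332 or less for the other chromosomes.

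**Figure D4:**
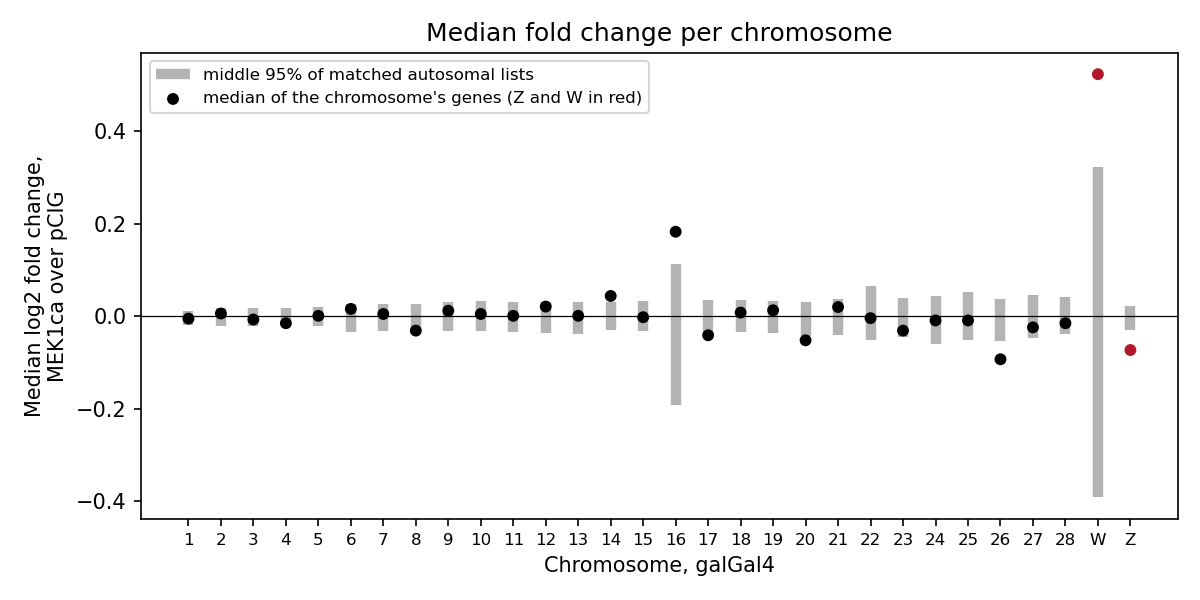
Median log2 fold change of MEK1ca over pCIG (vertical axis) for the tested genes of each galGal4 chromosome (horizontal axis), with grey bars for the middle 95% of 1000 matched autosomal lists. W lies at 0.524 and Z at -0.073, both outside their bars, as are 5 of 28 autosomes.

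The authors' deposited table listed 2316 genes, 1310 higher and 1006 lower in MEK1ca. Of the 1814 edgeR calls, 1784 were in the authors' deposited table, all with the same direction. In turn, 532 genes of the authors' deposited table were not called by edgeR. Both sets of calls come from the same libraries, so their overlap is not independent evidence. Fold changes in the authors' deposited table correlated at 0.9999 across genes with DESeq2 folds shrunken by a prior, and at 0.896 with unshrunken ones. By those shrunken folds, at least 2-fold changes in the authors' deposited table numbered 348 for higher and 57 for lower genes.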

Values the study reported

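The study gave 17,108 genes for the chicken assembly used in its alignment, and Pearson coefficients above 0.99 between replicates. It reported 2316 genes deregulated in MEK1ca versus pCIG. RNA came from 18 to 20 embryos pooled per condition.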

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

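The counts for MEK1ca replicate 2 halved and the omission of Z and W genes were alternatives added after the data were examined, as were permutations of neighbour pairs within each alternative. Numbers of changed genes stayed within 1.5 times of 1814 with RLE scaling (1817), library totals (1722), DESeq2 (2327), limma-voom (1718), no filter (2008), the stricter filter (1751), halved counts (1828, of which 1809 shared) and without Z and W genes (1666). With the replicate block 2873 genes changed (1582 higher, 1291 lower), 1803 of the 1814 among them, with 334 and 202 adjacent pairs and 60 and 24 runs of at least 3 genes. No label says that a replicate number marks a shared batch, and with 2 pairs the numbers were not taken to pair the samples. The differences between replicates 1 and 2 correlated at 0.211 between the groups across genes, and the second principal component (12.1% of variance) separated the numbers. At an adjusted p under 0.01, 769 genes passed (515 higher, 254 lower, 66 at least 2-fold lower), with 49 and 15 pairs and 6 and 2 runs. With a minimum 2-fold change 607 passed (465 and 142), with 61 and 12 pairs and 6 and 2 runs; both thresholds are stricter by construction. DESeq2 gave 133 lower pairs and 13 lower runs and the stricter filter 16 lower runs; the cause of these and of the block differences was not tested. Leaving out a library gave 640 to 2054 changed genes (438 to 1154 higher, 202 to 900 lower), 277 to 496 at least 2-fold higher and 47 to 264 lower, 45 to 205 higher pairs and 11 to 116 lower pairs. The lone remaining library was then assumed to vary like the other group. Between 615 and 1504 of the 1814 calls were shared. Permutation p for higher pairs was 0.001, the smallest possible, in all 16 settings, and for lower pairs in 15, with 0.02 without pCIG replicate 1. None of the 4 identified genes reversed in the alternatives that tested them (the stricter filter kept only ENSGALG00000007538), and at an adjusted p under 0.01 the 2 that fell no longer passed. An estimated correlation and fry for gene lists were not run because no list could be matched. Depth limits genes near the floor of 3 counts.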

Other observations

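Further runs of neighbours held smaller changes. On chromosome 18, 4 genes between 5044369 and 5807221 were higher, with log2 fold changes of 0.3 to 1.73, and the third of them went from 13.5 ± 0.205 to 35.5 ± 5.75 CPM (n = 2 each). On chromosome 5, 4 genes between 48418077 and 48486024 had log2 fold changes of 0.32 to 1.86, and on chromosome 9, 4 genes between 15188623 and 15292012 had 0.28 to 1.31. On chromosome 1, 4 genes between 7422961 and 8318907 were lower, with log2 fold changes of -2.17 to -0.41, and the last went from 86.8 ± 4.17 to 42.2 ± 3.83 CPM. Without pCIG replicate 1, 1, 2, 1 and 1 genes of these runs were called, and without pCIG replicate 2 also 1, 2, 1 and 1.

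All tests below were chosen after the data were examined. For even counts and for neighbours the bound was written before the value of that test was seen, and for Z and W genes, the comparison with each autosome and the reading of the first test only afterwards.

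In MEK1ca replicate 2, nearly all low counts were even. A candidate explanation is that each sequenced fragment adds 2 counts there, which would raise the spread of the MEK1ca pair over counting noise at low counts. The ratio of that spread to the one of the pCIG pair was 0.795 (bootstrap 0.718 to 0.873), below the bound set beforehand as evidence against this explanation. That bound assumed that counting noise dominates, but the pCIG pair already varied by 4.61 times counting noise and the MEK1ca pair by 3.66. Judged after the value was seen, the test of spread therefore cannot decide, and what adds the counts stays open. With 98.5% of its low counts even, low counts in MEK1ca replicate 2 came almost only in steps of 2. Its counts and total may therefore not be in the same unit as those of the other libraries. Mates assigned to exons one by one were predicted to give at least 2 times as many odd events per count in genes of 10 or more exons as in genes of 1 or 2. The ratio was 0.772 (0.485 to 1.26) with both classes matched on count, a step added after the unmatched ratio of 0.412 was seen. That prediction was not met. Counts were given per gene, however, so a mate in another exon of the same gene still counts. More exons need not give more odd counts, and the test cannot decide on mates counted one by one.

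Summed W counts were higher in both MEK1ca libraries than in both pCIG libraries, and the median Z fold change was below 0, although neither chromosome passed as a set with camera or in fry's directional test. More female embryos in the MEK1ca pools may account for both. The Z median lay -0.072 from the autosomal median on the log2 scale, which met the prediction for this explanation. That prediction was written after the data were examined. A low Z median is also part of the pattern itself, so meeting the prediction is no evidence for this explanation. When the same lists were then made for each autosome, 5 of 28 lay outside their middle 95%, where chance gives 1.4, and chromosome 26 had a lower median (-0.093) than Z. From the Z median, embryo sex and other shifts between chromosomes therefore cannot be told apart, since autosomes leave their range too. The W median of 0.524 lay above its matched range, but only 8 W genes were tested and W did not pass as a set. The sex of the embryos was not used here, so this explanation stays open. Reads shared between W genes and their Z copies stay open as well, since the W ratio of 1.4 is part of the pattern itself and the Z copies could not be picked out without gene names.

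Called genes lay next to each other. Read-through or a gene split into 2 models was predicted to limit the excess to pairs on one strand. Pairs on opposite strands were both higher 1.76 times as often as the permuted median (81 against 46). Those also at least 10 kb apart numbered 49 against 18. Split models would lie on one strand, so they do not account for the excess on opposite strands. Pairs on one strand were not tested apart. For read-through the test cannot decide, since the strand setting is not known and such reads may be counted on an opposite-strand neighbour. Similar expression of neighbours, as matched by 10 bins, does not account for the excess, with a ratio of 2.07 in permutations within those bins. Power also depends on the spread of each gene, which the bins did not match. Similar power of neighbours therefore stays open. These tests do not exclude read-through, related genes lying side by side, reads shared between them, or a batch that follows the groups. No biological explanation was tested.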
